# Similar effects of high-fructose and high-glucose feeding in a *Drosophila* model of obesity and diabetes

**DOI:** 10.1371/journal.pone.0217096

**Published:** 2019-05-15

**Authors:** Laura Palanker Musselman, Jill L. Fink, Thomas J. Baranski

## Abstract

As in mammals, high-sucrose diets lead to obesity and insulin resistance in the model organism *Drosophila melanogaster* (called *Drosophila* hereafter). To explore the relative contributions of glucose and fructose, sucrose’s component monosaccharides, we compared their effects on larval physiology. Both sugars exhibited similar effects to sucrose, leading to obesity and hyperglycemia. There were no striking differences resulting from larvae fed high glucose versus high fructose. Some small but statistically significant differences in weight and gene expression were observed that suggest *Drosophila* is a promising model system for understanding monosaccharide-specific effects on metabolic homeostasis.

## Introduction

Much ado has been made about the negative health effects of high-fructose corn syrup. A number of laboratory studies have shown that fructose is worse for health than its structural isomer glucose [1] and references therein]. Controlled clinical studies have shown increased hyperglycemia and reduced insulin sensitivity during fructose feeding, compared with glucose feeding, although the mechanisms downstream are not well-understood [2]. Both fructose and glucose are six-carbon hexose sugars and can be catabolized via glycolysis or metabolized to store as fat. One difference between them is the liver can take on fructose preferentially and suffers metabolic overload as a result [3]. Glucose and fructose are both common in the diet. High-fructose corn syrup, which is typically 55% fructose, also contains 42% glucose [4]. Cane or beet sugar is sucrose, a disaccharide of fructose and glucose that is just as sweet as high-fructose corn syrup. Sucrose is digested by intestinal sucrase to deliver a 50:50 ratio of fructose to glucose to peripheral tissues, nearly the same ratio as in high-fructose corn syrup. Previous studies showed that *Drosophila melanogaster* (called *Drosophila* from now on) fed high-sucrose diets (24–34% sucrose) developed type 2 diabetes-like pathophysiology including increased triacylglycerides, hyperglycemia, and insulin resistance, compared with control diets [5% sucrose, [5–11]]. We set out to understand how different sugars might be metabolized differently *in vivo* using this *Drosophila* model.

In many cells, glucose is readily converted into fructose and vice versa via phosphohexose isomerase or via three-carbon catabolic intermediates [12]. When cellular energy is low, the cell will oxidize either monosaccharide via glycolysis to make ATP. When energy is high, the cell shunts these monosaccharides into polysaccharides like glycogen or amylose, into the lipogenic pathway, or into glycoprotein synthesis [12,13]. In the circulation, however, glucose and fructose meet different fates, at least in mammals. Glucose is taken up by many peripheral tissues including liver, adipose, muscle, and heart, where its metabolism can be attenuated by reducing glucose uptake or by feedback inhibition of phosphofructokinase under high-energy conditions [12]. An important feature of glucose in the liver is that it can be sequestered or produced there and released to increase the blood’s glucose supply [14]. In contrast with glucose, fructose is more likely to be catabolized by the liver, bypassing phosphofructokinase and potentially overloading glycolysis and downstream pathways [1]. Dietary fructose, therefore, favors hepatic lipogenesis more than glucose [3,15].

The *Drosophila* fat body serves as both the fly adipose and liver. This tissue specializes in fat storage and metabolism, increasing in lipid content when the fly is overfed and decreasing in fat storage when the fly is starved [16]. In previous studies, we found that fat bodies from larvae subjected to high-sucrose feeding developed insulin resistance and accumulated potential lipotoxins including free fatty acids and triacylglycerides [17–19]. Fat bodies also control systemic metabolic homeostasis by endocrine mechanisms including cytokines and adipokines [20–23]. Therefore, fat body physiology reflects metabolic regulatory mechanisms of the liver and adipose in mammals.

Because of the notable effects of fructose and glucose in humans, we exploited a high-sugar-induced type 2 diabetes model to look for conserved differences between fructose and glucose during overnutrition in *Drosophila*. By directly comparing glucose and fructose-reared larvae, we detected only a few minor differences that suggest fructose may be worse for flies than glucose. Overall, high fructose and high glucose diets produced similar negative effects on fly physiology.

## Results

In previous studies, we tested dose responses to various sugars and saw similar effects on developmental delay [5]. To extend those studies, we chose glucose and fructose, two monosaccharides frequently ingested by humans. To enable comparison with our 0.15 M sucrose control diet (approximately 5% sugar, as in many fly diets), we used 0.3 M fructose or 0.3 M glucose diets as our controls (CFD or CGD, respectively). Because previous studies had used 1 M sucrose, a disaccharide, we prepared food containing 2 M of each monosaccharide. 2 M fructose or glucose, however, proved to be highly toxic to larvae, especially in one of our wild-type control genotypes. Consequently, we reduced sugar concentrations to settle on a high-sugar dietary concentration of 1.7 M fructose (high fructose diet, HFD) or 1.7 M glucose (high glucose diet, HGD). The control genotype larvae were the offspring of the cross between *w*^*1118*^ males and *UAS-Dcr2; r4-GAL4* females, which we have characterized extensively. These animals are phenotypically normal and we have generated a large amount of data using them [17–19,24].

Insulin resistance in *Drosophila* is accompanied by decreased weight and increased hemolymph glucose and body fat content in both larvae and adults [25–27]. High sucrose diets also elicit all of these phenotypes [5,6,28], so we tested HFD and HGD larvae for insulin resistant phenotypes. Because of the developmental delay, we isolated third instar larvae at the same developmental stage, when fully developed larvae wander from the food in preparation for metamorphosis, to enable direct comparison. Rearing on HFD and HGD reduced wandering third instar larval weights compared with CFD and CGD rearing (Fig 1A and 1B). While the two control diets did not produce significant differences in weight, HFD-rearing did produce female larvae of significantly smaller weight, compared with the HGD (Fig 1A). High fructose reduced weight by 26.1% in females and 20.7% in males, whereas high glucose reduced weight by 23.5% and 18.7% in females and males, respectively.

**Fig 1:**
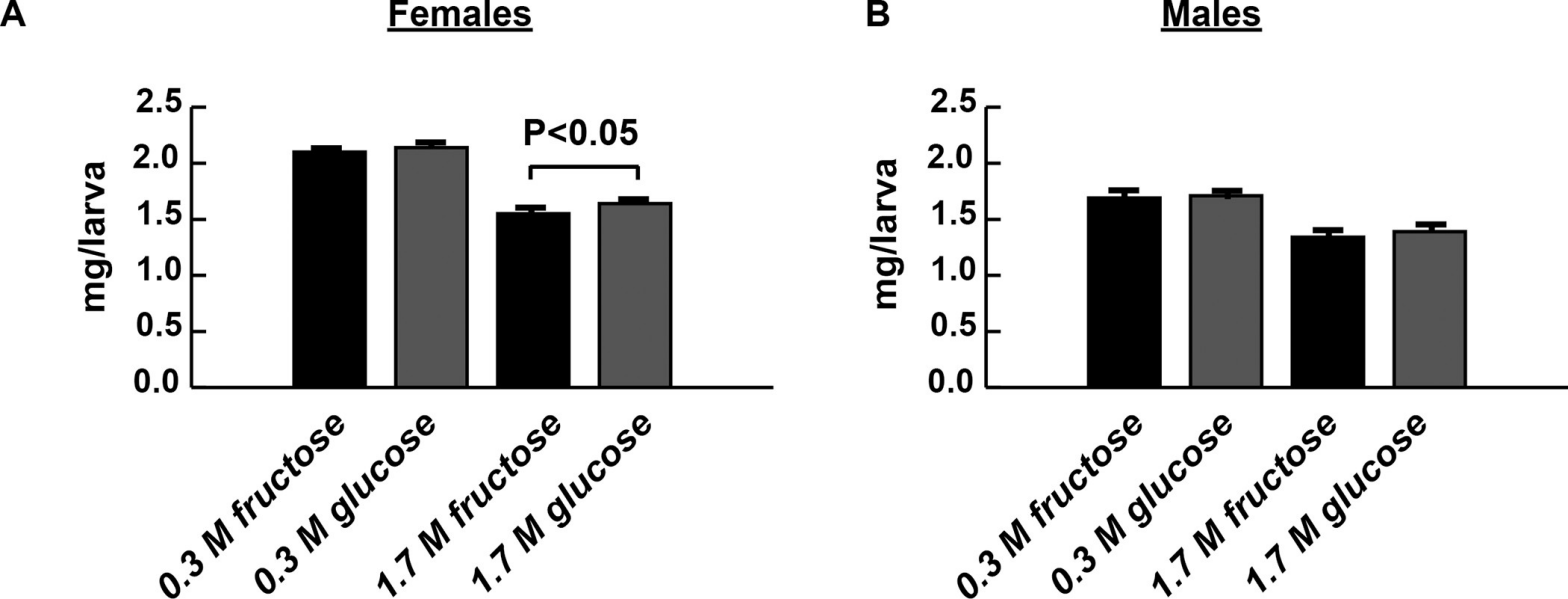
High-sugar diets reduce weight, compared with control diets. 1.7 M monosaccharide diets reduced wandering third instar larval weights compared with either 0.3 M monosaccharide diet, all with adjusted P < 0.001 in females (A) or males (B) using a one-way ANOVA followed by Tukey’s multiple comparisons test. HFD modestly but significantly reduces weight by 5.5% compared with HGD rearing in female larvae (A). A 3.6% reduction in male weight between HGD and HFD was not statistically significant (B). n = 17–30 biological replicates. Error bars represent the S.E.M.

Insulin resistance is also accompanied by hyperglycemia, or increased blood glucose concentrations. Therefore, we quantified glucose levels in the *Drosophila* blood, known as hemolymph. Both HFD and HGD increased hemolymph glucose concentrations compared with CFD and CGD (Fig 2). However, no difference was seen between fructose and glucose on either 0.3 M diets (P = 0.2722) or 1.7 M diets (P = 0.6101)

**Fig 2:**
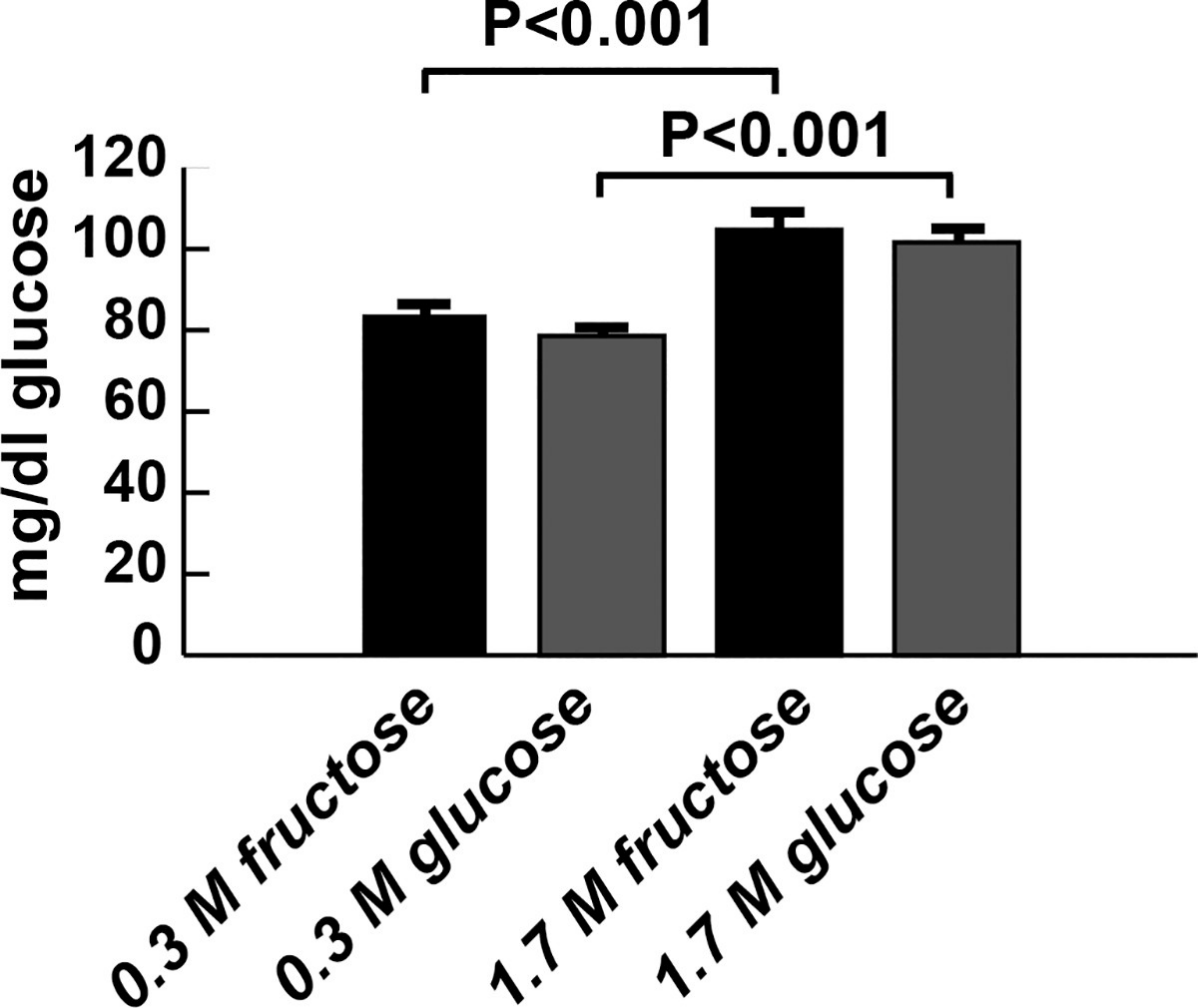
Chronic high monosaccharide diet feeding leads to hyperglycemia. Both HFD and HGD led to hyperglycemia, compared with CFD and CGD. n ≥ 36 biological replicates. Significance was determined using a one-way ANOVA followed by Tukey’s multiple comparisons test. Error bars represent the S.E.M.

Overnutrition is associated with increased fat storage or obesity. Therefore, we quantified whole animal triacylglycerides (TAG) in larvae reared on CFD, CGD, HFD, and HGD. Like the high-sucrose diet, both HFD and HGD increased TAG concentrations (Fig 3A and 3B). As with hemolymph glucose, we saw no differences between fructose-fed and glucose-fed larval TAG content on either type of diet.

**Fig 3:**
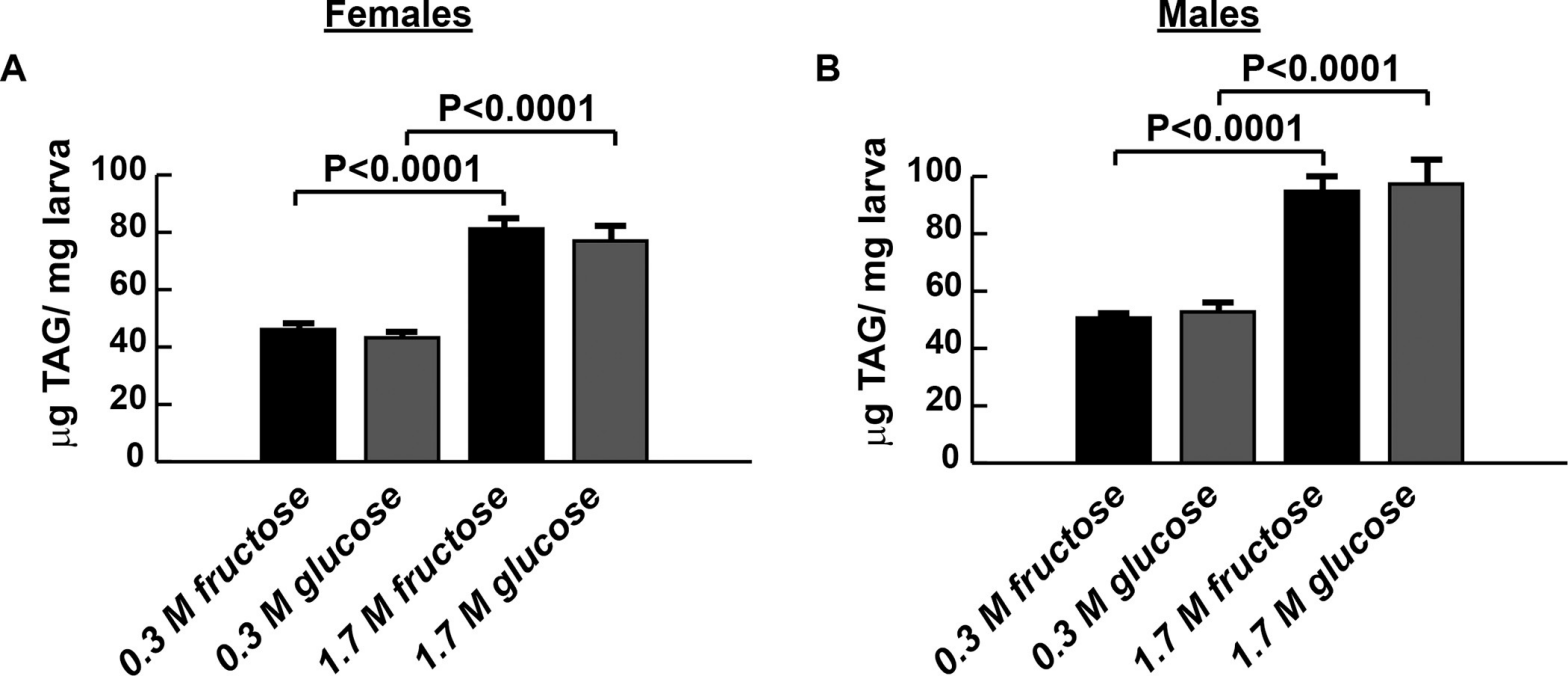
Chronic high monosaccharide diet feeding leads to obesity. Both HGD and HFD 1.7 M sugar diets increased TAG concentration in wandering third instar larvae, compared with respective controls. There were no differences in TAG between fructose and glucose diets. n = 17–30 biological replicates. Significance was determined using a one-way ANOVA followed by Tukey’s multiple comparisons test. Error bars represent the S.E.M.

Insulin resistance often correlates with reduced molecular signaling activity. Insulin receptor activation leads to a cascade of phosphorylation events including the kinase Akt (also called PKB). Phosphorylation of *Drosophila* Akt at serine 505 is a reliable indicator of insulin signaling [29]. Phospho-Akt, in turn, exerts a negative effect on FOXO, a negative regulator of insulin-dependent growth and glucose uptake and catabolism. We quantified PO_4_-Akt in CFD, CGD, HFD, and HGD larval fat bodies stimulated with 1 μM recombinant human insulin as a way to measure insulin sensitivity (Fig 4). The most dramatic effects again resulted from HFD feeding: HFD caused a 50% reduction in fat body insulin sensitivity, compared with CFD-reared larvae (Fig 4). In contrast, HGD feeding did not have the same effect when compared with CGD (p > 0.5). To our surprise, the CGD led to reduced fat body insulin sensitivity, compared with the CFD. By contrast, the HFD was no more sensitive to insulin stimulation than the HGD (Fig 4). These data are not easily explained but are consistent with a model where fructose and glucose have distinct effects on insulin signaling in the *Drosophila* fat body.

**Fig 4:**
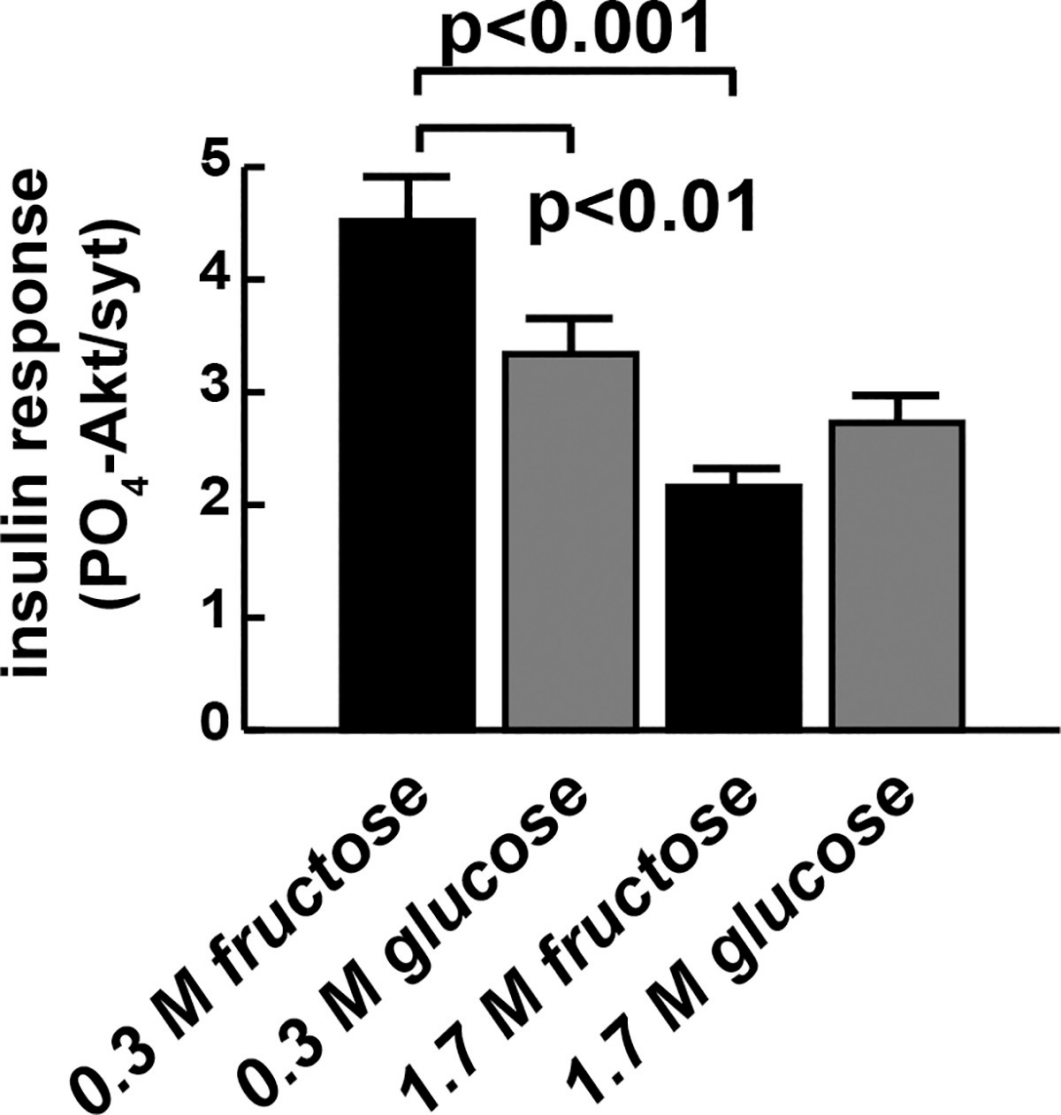
Fructose reduces insulin signaling more than glucose. Chronic HFD (1.7 M fructose) feeding significantly increases insulin resistance, measured by Akt phosphorylation response, compared with CFD feeding (0.3 M fructose). A one-way ANOVA followed by Tukey’s multiple comparisons test was used to compare diets. n = 15 for CGD. n = 14 for HGD. n = 10 for CFD and HFD. Error bars represent the S.E.M.

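RNA-seq was done on the larval fat body, the fly organ that combines roles of liver and adipose tissue, from female wandering larvae of the last instar. The larvae came from a w1118 control stock crossed to UAS-Dcr2; r4-GAL4, which drives Dicer-2 in the fat body. The growth notes of the samples also mention RNA interference of InR, while the cross they name and the paper have no such transgene, so the libraries are taken as the control genotype. There were 4 diets with 3 libraries each, 12 libraries in all: fructose (CFD) or glucose (CGD) at 0.3 M (5.4% w/v), and fructose (HFD) or glucose (HGD) at 1.7 M (30.6% w/v). The genes with the most reads included Lsp2 and Fbp1, a storage protein and a storage protein receptor of the larval fat body. The normalized value of Dcr-2 was 37831 ± 2217 (SD, n = 3) on CFD and 50425 ± 1555 (SD, n = 3) on HFD. On CGD it was 38989 ± 9096 (SD, n = 3) and on HGD 49115 ± 6972 (SD, n = 3). The authors' table lists 9500 genes with values already adjusted to a common library size, separately for the fructose and the glucose libraries. Whole reads were recovered by inverting that adjustment, and every deposited value was returned within a relative or absolute difference of 0.0001. The recovered reads in listed genes ran from 8555744 to 9736565 per library on CFD (median 9600847) and from 3484912 to 11134925 on HFD (median 7037632). They ran from 8858117 to 9496778 on CGD (median 9277279) and from 6916312 to 9239814 on HGD (median 9202727). The paper's S1 Table gives mapped reads, from 13233415 to 15281932 per library; the values here rest on the recovered reads in listed genes. The shallowest library, HFD replicate 2, had a median of 32 reads per gene. Of its reads, 8.67% were from the 18S ribosomal RNA gene CR41548, against 0.02% to 0.31% in the other libraries. Ribosomal RNA was not confined to HFD replicate 2. The mitochondrial ribosomal RNA gene mt:lrRNA took 1.2% (HFD replicate 1) to 5.73% (CGD replicate 1) of the reads. The gene CR41583 took 4.91% (HFD replicate 1) to 12.95% (HGD replicate 1). Every listed gene had at least 1 recovered read in every library, so genes without reads in some library are not covered. Differences were tested with limma on log2(value + 1) over all 12 libraries, with Benjamini-Hochberg adjustment over the 9500 genes. A log2 fold change on this scale understates the change of genes with low values. Because the 2 sugars were normalized separately, all glucose values were multiplied by one factor, 0.88, and each comparison of glucose with fructose rests on it.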

To look more closely at target tissue differences between the two sugar diets, we used RNA-seq to characterize gene expression in the larval fat body after rearing on all four diets. Fat bodies were collected from female wandering third instar larvae, RNA isolated, and Illumina Hi-Seq and differential expression analysis done by the Washington University Genome Technology Access Center. 

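The largest rise on both high-sugar diets was in Cyp4e3, a cytochrome P450 gene at 2L 9747839 to 9750071 (BDGP6.54 annotation). Its normalized value was 14.2 ± 0.62 (SD, n = 3) on CFD and 5321 ± 2607 (SD, n = 3) on HFD, a log2 fold change of 8.34 (SE 0.54, adjusted p = 7.94e-07 from limma). It was 19.8 ± 21.4 (SD, n = 3) on CGD and 7157 ± 1954 (SD, n = 3) on HGD, a log2 fold change of 8.90 (SE 0.54, adjusted p = 3.41e-07 from limma). The gene obst-J, of the obstructor family of chitin-binding proteins (3L 20130451 to 20131743), rose from 16.0 ± 3.56 to 1736 ± 835 with fructose and from 17.6 ± 3.39 to 1469 ± 630 with glucose (SD, n = 3 each). The stress peptide gene TotC rose by 4.64 (SE 0.38) on the log2 scale with fructose and by 4.58 (SE 0.38) with glucose. The gene sad, a P450 enzyme of ecdysone synthesis, rose by 4.03 (SE 0.31) with fructose and by 3.70 (SE 0.31) with glucose. Another P450 gene of ecdysone synthesis, phm at X 18685766 to 18688433, fell with both, at -3.49 (SE 0.28) and -3.56 (SE 0.28). Its value was 158 ± 54.6 on CFD, 12.6 ± 1.87 on HFD, 214 ± 29.2 on CGD and 17.7 ± 5.52 on HGD (SD, n = 3 each). The adjusted p of sad and of phm was at most 4.98e-06 in both comparisons by limma. The largest fall on both diets was in CG9672, at -5.33 (SE 0.51) with fructose and -5.25 (SE 0.51) with glucose. LysB, a lysozyme gene and one of the midgut markers tested as a list below, also fell, at -4.64 (SE 0.56) and -3.73 (SE 0.56). Of the 10 genes with the largest rise for each sugar 8 were the same for both, and likewise 8 of the 10 with the largest fall. The yolk protein gene Yp3 fell by 3.62 with fructose (SE 0.93, adjusted p = 0.0151 from limma), but without CFD replicate 1 its adjusted p was 0.0535, and over all its alternatives from 0.000397 to 0.227. With single libraries left out, Cyp4e3 had 8.31 (without CGD replicate 2) and 9.71 (without CGD replicate 3) with glucose, LysB -4.03 (without CFD replicate 1) and Yp3 -4.94 and -2.32 (without HFD replicates 1 and 3) with fructose. With the muscle level as a covariate, a setting chosen after seeing the data, the glucose values were 10.45 for Cyp4e3, 3.24 for TotC, -4.94 for phm and -2.66 for LysB, and the fructose value was 3.21 for sad.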

As in previous studies comparing control and high sucrose fat body, many genes were differentially expressed (DE) between control and high monosaccharide diets. 

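Of 13 subunits of eIF3, the initiation factor that joins the small ribosomal subunit, 12 rose on HFD and 11 on HGD, and none fell (12 and 12 adjusted over the list alone). CG5642 (eIF3l) had log2 fold changes of 0.96 (SE 0.14) and 1.00 (SE 0.14). The camera test of limma gave this list an adjusted p of 4.29e-08 with fructose and 3.34e-07 with glucose, and 0.525 and 0.572 with an estimated correlation. Of 4 measured Bomanin-type immune peptide genes, 3 rose with each sugar (3 and 3 adjusted over the list alone). CG16836 rose by 3.93 (SE 0.55) with fructose and by 3.50 (SE 0.55) with glucose, while IM1 had log2 fold changes of 2.09 (SE 1.03) and 0.17 (SE 1.03). The Bomanin list had a camera adjusted p of 0.00167 with fructose and 0.0722 with glucose from limma, and 0.694 and 0.572 with an estimated correlation. Of 14 genes of peptidoglycan recognition and stress peptides, 4 rose and 2 fell on HFD, and 6 rose and 2 fell on HGD (7 and 2 adjusted over the list alone for each sugar). PGRP-SC2, an amidase that degrades peptidoglycan, rose by 2.51 (SE 0.25) and 2.53 (SE 0.25), whereas PGRP-SB1 fell from 141 ± 17.6 on CFD to 43.5 ± 18.7 on HFD and from 106 ± 24.8 on CGD to 34.7 ± 11.1 on HGD (SD, n = 3 each). Of 6 measured hemocyte markers, He and nimC1 were among 4 that fell with fructose and 5 that fell with glucose, and Pxn rose with each sugar (4 and 5 fell, 1 and 1 rose adjusted over the list alone). He had log2 fold changes of -2.82 (SE 0.49) and -2.83 (SE 0.49), and Pxn, a matrix peroxidase, rose by 1.69 (SE 0.26) and 1.83 (SE 0.26). Of 13 midgut markers, 6 fell and 1 rose with fructose, and 5 fell and 1 rose with glucose (7 and 2, then 5 and 2, adjusted over the list alone). The amylase gene Amy-p fell, at -2.92 (SE 0.29) and -2.33 (SE 0.29). The midgut list had a camera adjusted p of 0.00436 with fructose and 0.0454 with glucose from limma, and 0.694 and 0.614 with an estimated correlation; the glucose value was 0.128 without HGD replicate 1, in a fit chosen after seeing the data. Beside these groups, the mean level of 16 muscle markers moved with diet: 6 rose with fructose and 14 with glucose, and none fell. In total, limma called 1836 of 9500 genes between CFD and HFD (893 higher and 943 lower on HFD) and 2810 between CGD and HGD (1585 higher and 1225 lower on HGD) at an adjusted p under 0.05. Scaled to library totals, the median log2 fold change of all genes moved to -0.21 and -0.201, and the calls were 414 higher and 952 lower with fructose, and 642 higher and 1363 lower with glucose. The fructose count was 1150 without HFD replicate 2 and 1219 without CFD replicate 1. With only the 2 diets compared in the fit, the fructose and glucose counts were 1672 and 2470. In fits chosen after seeing the data, they were 537 and 1013 with only the 2 diets compared and no variance shrinkage. They were 719 and 138 with the muscle level, which itself rises more with glucose, as a covariate.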

For fructose, EdgeR identified 1733 DE genes between CFD and HFD, with 2641 DE genes between CGD and HGD (Fig 5, Supplemental data at GEO accession GSE121059). More than half (1324) of sugar-DE genes overlapped between the fructose and glucose datasets (Fig 5A), all of which showed the same direction of change (up- or down-regulated by high sugar). 

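Genes that rose with both sugars included Gpdh, sug and Pepck, and genes that fell with both included phm, Amy-d and ImpE2. ImpE2, an ecdysone-inducible gene, had log2 fold changes of -2.13 (SE 0.28) with fructose and -2.59 (SE 0.28) with glucose. Amy-d, an amylase and one of the midgut markers, had -3.13 (SE 0.37) and -2.67 (SE 0.37). CG3348 rose by 5.62 (SE 0.31) and by 6.32 (SE 0.31), and wisp, a poly(A) polymerase of the female germline, by 3.82 (SE 0.27) and 4.35 (SE 0.27). In all, 1445 genes were called by limma for both sugars, 797 higher and 648 lower on the high-sugar diet, and none in opposite directions. Independent lists of the sizes called for the 2 sugars, 1836 and 2810, would share 149 higher and 121.6 lower genes. With only the 2 diets of each comparison in the fit, 1243 genes were shared. In fits chosen after seeing the data, 243 genes were shared when variance shrinkage was dropped as well. In another such fit 137 were shared, with the muscle level, which itself rises with high sugar, as a covariate. The 1445 shared genes were 78.7% of those called with fructose and 51.4% of those called with glucose. Of the 391 genes called with fructose but not with glucose, 376 had the same sign with glucose, and of the 1365 called with glucose but not with fructose, 1305 had the same sign with fructose. None of these 391 or 1365 genes was called by limma when the difference between the 2 responses was itself tested. That test called 0 of all 9500 genes, so this says nothing on these genes in particular. Its median 95% interval was also wider, 0.67 to either side against 0.47 for each sugar alone. Across all 9500 genes, which are not independent replicates, the log2 fold changes of the 2 sugars correlated with Pearson's r 0.847 and Spearman's rho 0.789.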

Using these data, we found that only a small number of genes were significantly DE between glucose and fructose feeding in the fat body (Fig 5, Table 1). 

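Between the high-sugar diets, lists of energy metabolism had small positive medians on HGD relative to HFD. Each of 20 genes of fatty acid beta-oxidation had a positive log2 fold change (median 0.31), as did 27 of 29 subunits of complex I (median 0.29), 9 of 9 of complex III (0.35), 13 of 13 genes of glycolysis (0.32) and 8 of 8 of the pentose phosphate pathway and NADPH supply (0.40). The camera adjusted p from limma was 6.29e-06 for beta-oxidation, 1.36e-07 for complex I, 0.00225 for complex III and 0.00208 for glycolysis and for the pentose phosphate list. It was 0.596 for each of these 5 lists with an estimated correlation. All 12 heat shock and unfolded protein response genes had a negative log2 fold change (median -0.27, camera adjusted p = 0.00176 from limma, 0.596 with an estimated correlation). Positive medians were also found for amino acid metabolism (0.24), fatty acid and triglyceride synthesis (0.21), cytochrome P450 genes (0.17) and cytosolic ribosomal proteins (0.13), and a negative one for cuticle markers (-0.35). Their camera adjusted p from limma were 0.00208, 0.022, 0.0422, 0.00208 and 0.00636, and 0.596, 0.723, 0.723, 0.723 and 0.596 with an estimated correlation. Adjusted over the list alone, 1 heat shock gene and 2 cuticle genes were lower on HGD, and none of the genes of the other lists named here passed. With single libraries left out, chosen after seeing the data, 8 of these 11 lists lost the camera call of limma, and only beta-oxidation, complex I and heat shock kept it each time: without HGD replicate 2 the mean was 0.15 for glycolysis (0.31 with all libraries), 0.21 for the pentose phosphate list (0.38), 0.14 for fat synthesis (0.23), 0.16 for amino acid metabolism (0.25), 0.06 for ribosomal proteins (0.13), 0.21 for beta-oxidation (0.33) and 0.19 for complex I (0.30). Without HFD replicate 3 it was 0.10 for P450 genes (0.19) and for fat synthesis, and without HFD replicate 1 it was 0.30 for P450 genes and 0.21 for ribosomal proteins. Single libraries of the diets overlapped: the mean log2 level of the beta-oxidation list was 10.52, 10.32 and 10.06 on HFD and 10.51, 10.86 and 10.51 on HGD, and that of complex I was 8.16 in HFD replicate 1 and 8.09 in HGD replicate 3. On the second principal component, HFD replicate 1 (20.8) lay with HGD replicates 2 and 3 (26.1 and 15.8), apart from the other high-sugar libraries. Of single genes, limma called 0 of 9500 between CGD and CFD and 0 between HGD and HFD at an adjusted p under 0.05, with 386 and 486 at an unadjusted p under 0.05. With limma-voom on the recovered reads the counts were also 0 and 0, with 440 and 363 at an unadjusted p under 0.05. Over both concentrations together, limma called 0 genes between glucose and fructose (433 at an unadjusted p under 0.05), and 0 genes whose response to high sugar differed between the sugars (405). The limma-voom counts were again 0 and 0. Without any difference, a share of about 0.05 of all 9500 genes would still have an unadjusted p under 0.05. The numbers of genes at an unadjusted p under 0.05 given here are thus no sign of a difference. The median 95% interval of a log2 difference between 2 diets was 0.47 to either side. Of simulated 4-fold changes, the same test recovered 87% between CGD and CFD and 91% between HGD and HFD, and of 2-fold changes 29% and 42%. These shares need not hold for genes that vary more between replicates than the simulated ones, which were drawn independently of each other. They were also obtained with 200 genes changed at once. Where only a few genes change, the adjusted p is harder to pass and the shares would be lower. Over all genes the median replicate SD on the log2 scale was 0.219 on CFD and 0.22 on CGD. For the 11 genes of Table 1 for CGD with CFD it ran from 0.29 (CG33282) to 1.68 (CG33128).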

Eleven genes were DE between CFD and CGD fat bodies. 

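Of the 11 genes of Table 1 for this comparison, 8 had a lower mean on CGD than on CFD and 3 a higher mean. Sgs7 and Sgs3 encode salivary gland glue proteins and are neighbors at 3L 11509861 to 11510247 and 3L 11512221 to 11513402 (BDGP6.54). Sgs7 had a normalized value of 8324 ± 5558 on CFD and 1842 ± 1011 on CGD (SD, n = 3 each), a log2 fold change of -2.13 (SE 0.51). Sgs3 had 1178 ± 501 on CFD and 400.2 ± 163 on CGD (SD, n = 3 each), a log2 fold change of -1.53 (SE 0.35). The muscle troponin I gene wupA (X 18105568 to 18116922) had 470.4 ± 212 on CFD and 169 ± 57.8 on CGD (SD, n = 3 each). CG33128, a putative aspartic endopeptidase (2L 1494070 to 1495456), had single values of 30.9, 834 and 135 on CFD and a mean of 35.3 ± 6.49 (SD, n = 3) on CGD. Its log2 fold change was -2.10 (SE 0.85), and -0.88 without CFD replicate 2 and -3.23 without CFD replicate 1. CG5767 (2R 18046386 to 18047484) had a log2 fold change of -1.95 (SE 0.55; -2.69 without CFD replicate 1), CG7606 (3R 17596536 to 17598453) of -1.92 (SE 0.47) and CG42798 (3R 17406678 to 17407534) of -1.47 (SE 0.39; -0.96 without CFD replicate 2). CG15404 (2L 3173972 to 3174504) had 736 ± 507 on CFD and 176 ± 97.2 on CGD (SD, n = 3 each). Higher on CGD was the putative sugar transporter gene CG33282 (2L 3327903 to 3329792), with 24.7 ± 5.86 on CFD and 58.6 ± 8.14 on CGD (SD, n = 3 each). CG13075 (3L 16083993 to 16085264) had 20.2 ± 1.12 on CFD and 75.9 ± 44 on CGD (SD, n = 3 each). IM3, an immune peptide gene now named BomS3 (2R 18387895 to 18388734), had 4.75 ± 3.93 on CFD and 36.4 ± 32.9 on CGD (SD, n = 3 each), a log2 fold change of 2.48 (SE 0.66). Without CGD replicates 1 or 2 it was 1.75 or 3.32, without CFD replicate 3 it was 1.86, and with a pseudocount of 5 it was 1.80. None of the 11 passed limma over all 9500 genes, where each had an adjusted p of 0.999.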

Three of the DE genes, *Sgs7* (*CG18087*), *IM3* (*CG16844*), and *CG42798* were also DE in independent studies profiling InR targets in the fat body [24]. There was an interesting relationship between glucose and insulin signaling: each gene had the same response in high sucrose-fed *InR* RNAi (relative to wild-type) as it did to glucose (relative to fructose, Table 1) with constitutively active InR producing the opposite change. Thus, while both CFD and CGD appear to provide a healthy diet for flies, they do exhibit significant differences at the gene expression level in the fat body.

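All 16 muscle markers, among them Mhc, Mlc2 and wupA, had a lower mean on CGD than on CFD (median log2 fold change -1.04). None of the 16 passed over all genes, and 15 were lower adjusted over the list alone. The camera adjusted p of limma was 6.91e-19, and 0.181 with an estimated correlation. All 9 salivary gland glue markers were also lower in mean (median -1.53, 8 lower adjusted over the list alone), with a camera adjusted p of 3.84e-11 from limma, and 0.181 with an estimated correlation. The study picked wupA, Sgs3, Sgs7 and IM3 from these libraries, so the lists that hold them are not independent of that choice. All 7 cuticle markers (median -0.45) and 17 of 19 genes of the ecdysone response (median -0.25) were lower, with camera adjusted p of 0.00183 and 0.00241 from limma, and 0.584 and 0.699 with an estimated correlation. Of these, 1 cuticle gene and no ecdysone gene were lower adjusted over the list alone. Higher on CGD were all 4 Malpighian tubule markers (median 0.56), all 4 Bomanin-type peptide genes (median 1.09) and all 6 hemocyte markers (median 0.38). Their camera adjusted p from limma were 0.00184, 0.0101 and 0.032, and 0.181, 0.584 and 0.981 with an estimated correlation. In these 3 lists 1, 1 and 0 members were higher adjusted over the list alone. With fry, the lowest adjusted p of any list in this comparison was 0.155, so none of these 7 lists passed there either. With single libraries left out, chosen after seeing the data, the Bomanin mean of 1.27 was 0.47 without CGD replicate 1 (camera adjusted p = 0.304 from limma), the hemocyte mean of 0.41 was 0.16 without CFD replicate 3 (0.501) or CGD replicate 3 (0.448) and 0.80 without CFD replicate 1, the cuticle mean of -0.49 was -0.23 without CGD replicate 3 (0.229), and the ecdysone mean of -0.27 was -0.15 without CFD replicate 3 (0.195) and -0.12 without CGD replicate 3 (0.176), so these 4 lists rest on single libraries. The glue mean of -1.55 was -1.01 without CFD replicate 2, and the glue, muscle and Malpighian tubule lists passed camera without any 1 library. Genes of insulin signalling and FOXO targets had a median of -0.10 and did not pass (camera adjusted p = 0.471 from limma). From the genes it called between CFD and CGD, the paper concludes that the 2 control diets, though both appear healthy for flies, differ in gene expression in the fat body.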

**Fig 5:**
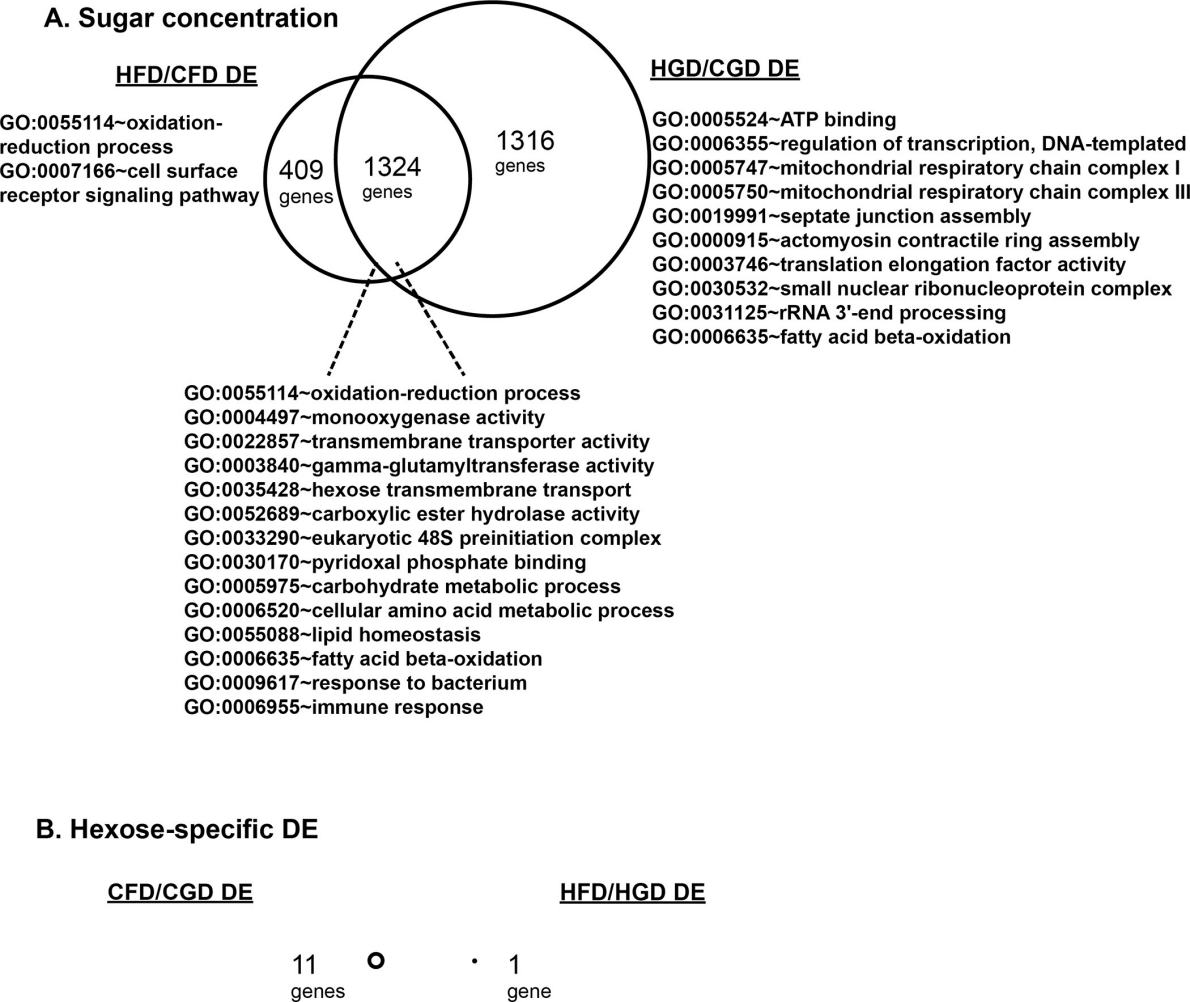
High-sugar feeding leads to effects on gene expression. (A) Both high-sugar diets (HFD, HGD) lead to significant changes in gene expression, compared with control (CFD, CGD) diets. The enriched gene ontology (GO) categories affected included many related metabolic pathways. (B) Hexose-specific gene expression profiles contained a total of 12 differentially-expressed genes (Table 1). No GO categories were enriched in these gene lists. Three biological replicates were sequenced for each sample type and EdgeR was used to select differentially expressed genes using the negative binomial model exact test.

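Of 17 genes of fatty acid and triglyceride synthesis, 10 rose with fructose and 11 with glucose, and none fell (10 and 11 rose and 0 and 1 fell adjusted over the list alone). Gpdh, which supplies glycerol 3-phosphate, went from 326 ± 59.6 on CFD to 2426 ± 880 on HFD and from 387 ± 139 on CGD to 3267 ± 989 on HGD (SD, n = 3 each). ACC, which makes malonyl-CoA, rose by 1.84 (SE 0.30) and 2.00 (SE 0.30) on the log2 scale, and the fatty acid synthase CG3523 by 1.62 (SE 0.34) and 1.92 (SE 0.34). This list had a camera adjusted p of 1.4e-05 with fructose and 4.62e-05 with glucose from limma, and 0.694 and 0.572 with an estimated correlation. Of 20 genes of fatty acid beta-oxidation, 9 rose with fructose and 16 with glucose, and none fell (9 and 17 adjusted over the list alone). The acyl-CoA oxidase Acox57D-d rose by 2.13 (SE 0.31) and 2.92 (SE 0.31). The camera adjusted p was 5.17e-05 and 1.71e-07 from limma, and 0.694 and 0.572 with an estimated correlation. Of 8 genes of the pentose phosphate pathway and NADPH supply, 5 and 6 rose (6 and 6 adjusted over the list alone), led by Men (2.21 and 2.48) and Zw (1.85 and 2.30). Its camera adjusted p was 0.000717 and 0.00021 from limma, and 0.694 and 0.572 with an estimated correlation. Of 12 genes of gluconeogenesis, glycogen and trehalose, 4 rose with fructose, and 8 rose and 1 fell with glucose (4 and 1, then 9 and 1, adjusted over the list alone). Pepck rose by 1.66 (SE 0.22) and 1.80 (SE 0.22). The camera adjusted p was 0.00466 and 0.00218 from limma, and 0.716 and 0.572 with an estimated correlation. Of 13 genes of glycolysis, 1 rose with fructose and 7 with glucose (0 and 8 adjusted over the list alone), with a camera adjusted p of 0.099 and 0.00218 from limma, and 0.859 and 0.572 with an estimated correlation. Of 12 sugar sensors and fat body signals, 3 rose and 1 fell with fructose, and 7 rose and 1 fell with glucose (4 and 1, then 7 and 1, adjusted over the list alone). The sugar-responsive transcription factor genes sug and Mio rose by 2.38 (SE 0.24) and 1.58 (SE 0.18) with fructose, and sug reached 613 ± 77.5 on HGD from 90.7 ± 35 on CGD (SD, n = 3 each). Their list had a camera adjusted p of 0.00374 and 0.00289 from limma, and 0.694 and 0.572 with an estimated correlation. Muscle markers moved in the same libraries, by a median of 0.82 with fructose and 1.61 with glucose (6 and 14 of 16 rose, 10 and 16 adjusted over the list alone). Their mean with fructose was 0.79, and 0.50 without CFD replicate 1, in a fit chosen after seeing the data. Their camera adjusted p was 0.00028 and 1.43e-07 from limma, and 0.694 and 0.572 with an estimated correlation.

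**Figure D1:**
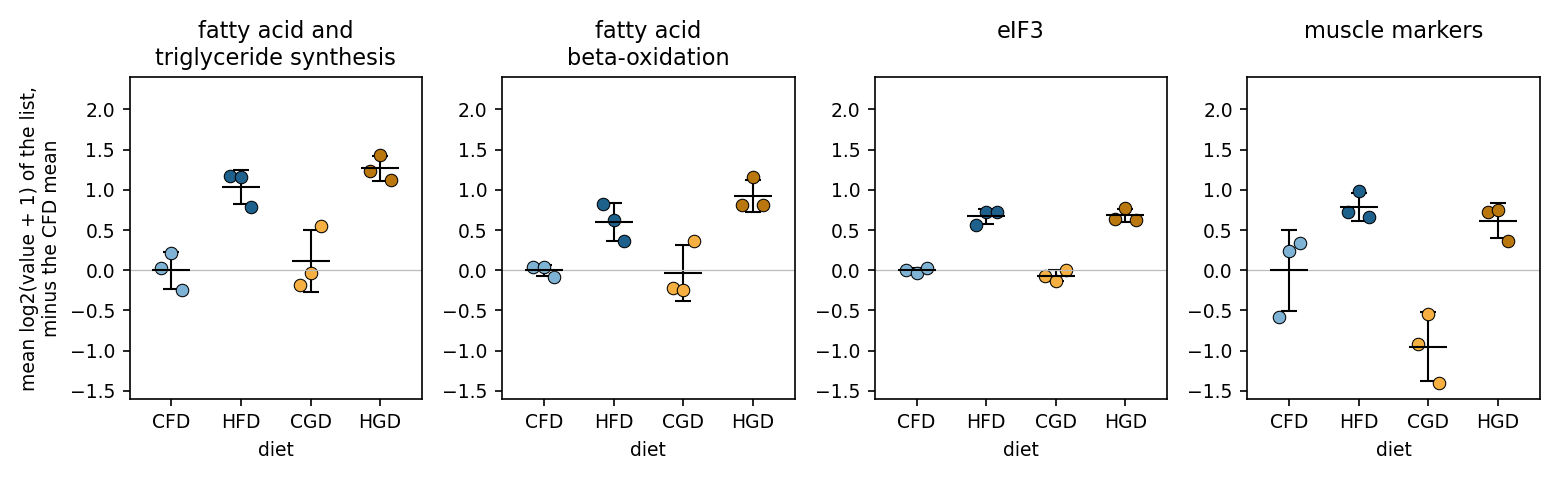
Mean log2(value + 1) of 4 gene lists in each of 12 libraries, relative to the mean of the CFD libraries of the same list, by diet. Points are libraries and lines are the mean ± SD (n = 3). The means of fat synthesis, beta-oxidation and eIF3 are higher on HFD and HGD than on CFD and CGD, and the mean of the muscle markers is lowest on CGD. For beta-oxidation, HFD replicate 3 lies just below CGD replicate 3. For the muscle markers, CFD replicate 1 lies below CGD replicate 2, while every high-sugar library lies above every control library.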

**Table 1:** Differential expression between all-glucose and all-fructose diets. RNA-seq and differential expression analysis identified twelve DE genes with p<0.0001 and a false discovery rate under 5% for 5% w/v CFD versus CGD monosaccharide diets. For HFD and HGD (30.6%w/v monosaccharide), only one gene, *CG6602*, significantly differed in fat body expression level. Four of the twelve differentially expressed genes were also regulated by InR [24].

**Gene ID**	**Gene name**	**Gene description**	**P value**	**FDR**	**CGD/CFD**	**InRi FC- HS**	**InRCA FC**
*CG33128*	*CG33128*	putative aspartic-type endopeptidase	2.24E-05	0.04163	-9.2678		
*CG5767*	*CG5767*	DUF725 family	3.43E-05	0.04163	-4.66179		
*CG18087*	*Sgs7*	Salivary gland secretion 7	7.33E-06	0.022108	-4.40159	-104.13091	5.842893
*CG15404*	*CG15404*		5.66E-06	0.022108	-4.07992		
*CG7606*	*CG7606*		2.98E-05	0.04163	-3.83348		
*CG42798*	*CG42798*		3.8E-05	0.04163	-3.21595	-3.4530228	3.878016
*CG11720*	*Sgs3*	Salivary gland secretion 3	1.34E-05	0.032438	-2.8747		
*CG7178*	*wupA*	wings up A; troponin	3.36E-05	0.04163	-2.72439		
*CG33282*	*CG33282*	SLC2A family; putative glucose transporter	5.8E-06	0.022108	2.417307		
*CG13075*	*CG13075*	chitin metabolism	2.49E-06	0.022108	3.852006		
*CG16844*	*IM3*	Immune induced molecule 3	3.56E-05	0.04163	7.837073	377.902483	-3.26191
**Gene ID**	**Gene name**	**Gene description**	**P Value**	**FDR**	**HGD/HFD**	**InRi FC- LS**	**InRCA FC**
*CG6602*	*CG6602*		2.99E-09	2.88E-05	5.809633	5.96770702	-2.5801

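CG6602, a protein-coding gene of unknown function, lies on the plus strand of 3L at 6072139 to 6073539 (BDGP6.54). Its normalized value was 8.68 ± 5.42 on HFD and 50.8 ± 12.3 on HGD (SD, n = 3 each). The single values were 14.0, 8.79 and 3.21 on HFD and 39.5, 63.8 and 49.1 on HGD, so every HGD library lay above every HFD library, a pattern that single genes also show by chance with 3 libraries against 3. These values rest on 19, 3 and 3 recovered reads on HFD and 30, 72 and 57 on HGD. The log2 fold change between HGD and HFD was 2.58 (SE 0.56), with an adjusted p of 0.883 from limma over 9500 genes. Over the alternatives, the adjusted p lay between 0.253 and 1 and the log2 fold change between 2.07 and 2.98. In the same libraries IM3 had 165 ± 17.1 on HFD and 165 ± 63.6 on HGD (SD, n = 3 each).

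**Figure D2:**
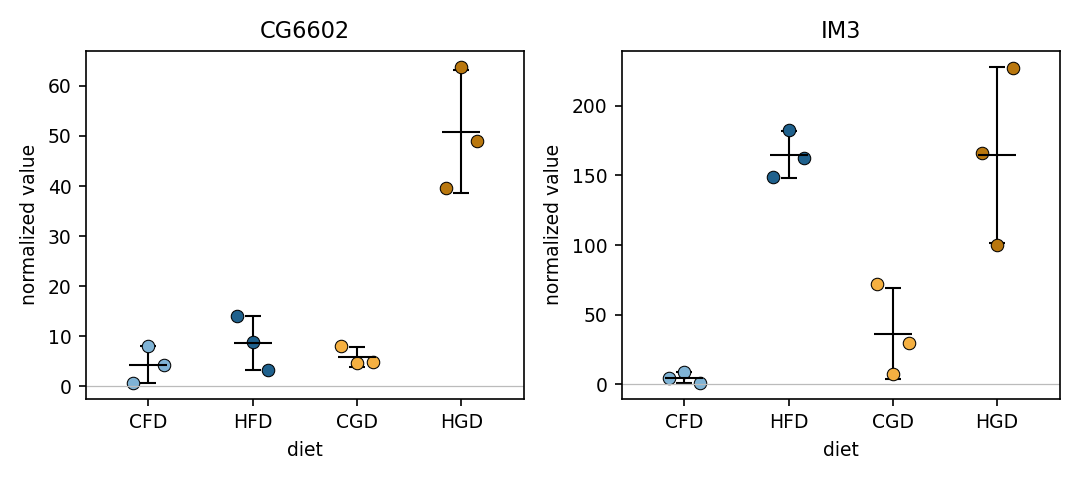
Normalized value of CG6602 and IM3 by diet. Points are libraries, bars are means and error bars are SD (n = 3). CG6602 lies at 39.5 to 63.8 in the HGD libraries and below 15 in all others, and the mean of IM3 is lowest on CFD.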

Comparing HFD to HGD, only one gene was differentially-expressed, *CG6602* (Fig 5, Table 1). This gene was expressed at significantly higher levels in HGD-fed fat bodies, compared with HFD fat bodies. 

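CG6602 was near the floor on both control diets, with a normalized value of 4.32 ± 3.65 on CFD and 5.86 ± 1.93 on CGD (SD, n = 3 each). The recovered reads were 1, 10 and 6 on CFD and 11, 7 and 5 on CGD. The log2 fold change between CGD and CFD was 0.63 (SE 0.56, adjusted p = 0.999 from limma), a difference that was not detectable at this depth. CG6602 rose between CGD and HGD, by 2.93 (SE 0.56, adjusted p = 0.00179 from limma). Its log2 fold change between CFD and HFD was 0.98 (SE 0.56, adjusted p = 0.243 from limma). The difference between these 2 responses was 1.95 (SE 0.79, adjusted p = 0.937 from limma).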

Interestingly, *CG6602* expression did not differ between CFD and CGD (Supplemental data at GEO dataset GSE121059). Therefore, there were no overlapping genes between the two monosaccharide-dependent gene sets (Fig 5B). 

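Between HGD and HFD, all 11 genes of Table 1 for the control diets had a negative log2 fold change, from -1.05 for CG33128 to -0.07 for IM3 and CG5767. Sgs7 had -0.67 (SE 0.51), wupA -0.60 and CG13075 -0.66. These signs rest on the factor between the sugars: without it, a setting chosen after seeing the data, 9 were negative, and CG5767 and IM3 had 0.11 each. With the factor, their adjusted p lay between 0.883 and 0.99 by limma, so none was called. CG33282, a putative sugar transporter, had 4.73 ± 2.32 on HFD and 4.08 ± 4.14 on HGD (SD, n = 3 each), and fell with each high-sugar diet, at -2.23 (SE 0.47) with fructose and -3.84 (SE 0.47) with glucose.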

We observed no differential expression in *CG6602* between control and high sucrose fat bodies [17,18] and *CG6602* was differentially expressed in control-fed but not high-sugar-fed *InR* RNAi fat bodies [24]. Like some of the DE genes detected comparing CFD and CGD monosaccharide diets, we noted that this gene had a similar response to InR RNAi as it did to glucose: both increased *CG6602* expression. Conversely, constitutively active InR decreased *CG6602* expression (Table 1). Although not much is known about *CG6602*, its expression was also reduced 50% by loss of Sir2 in whole adult flies [30]. Therefore, we chose to target *CG6602* in the fat body using transgenic RNA interference (RNAi). We predicted that *CG6602* might be upregulated to protect larvae from adverse effects of the HGD.

Two *UAS*-RNAi transgenic lines, *CG6602i*^*18900*^ and *CG6602i*^*106152*^ [31], were used to target this gene in the fat body using an r4-GAL4 driver [32] using the GAL4/UAS bipartite transgenic system [33]. A *UAS-Dcr2* transgene was also used to increase the efficacy of RNAi [31]. In parallel, lines of the genetic background into which each transgene was inserted (VDRC stocks 60000 and 60100, described in methods) were crossed to driver lines to serve as controls. We compared hemolymph glucose, TAG, and weight at larval maturity for each of the four genotypes, two *CG6602* RNAi and two controls, on the HFD and HGD. In general, our observations showed little difference in the responses to fructose and glucose. More severe phenotypes in high-fructose as compared with high-glucose diets occasionally reached statistical significance (6A, 6D). None of the phenotypes tested were dramatically affected by *CG6602* RNAi (Fig 6A–6F). Reducing *CG6602* had non-significant effects on hemolymph glucose on either high-sugar diet (Fig 6A and 6B). Neither growth nor TAG content was affected by *CG6602* knockdown in larvae reared on either diet (Fig 6C–6F).

**Fig 6:**
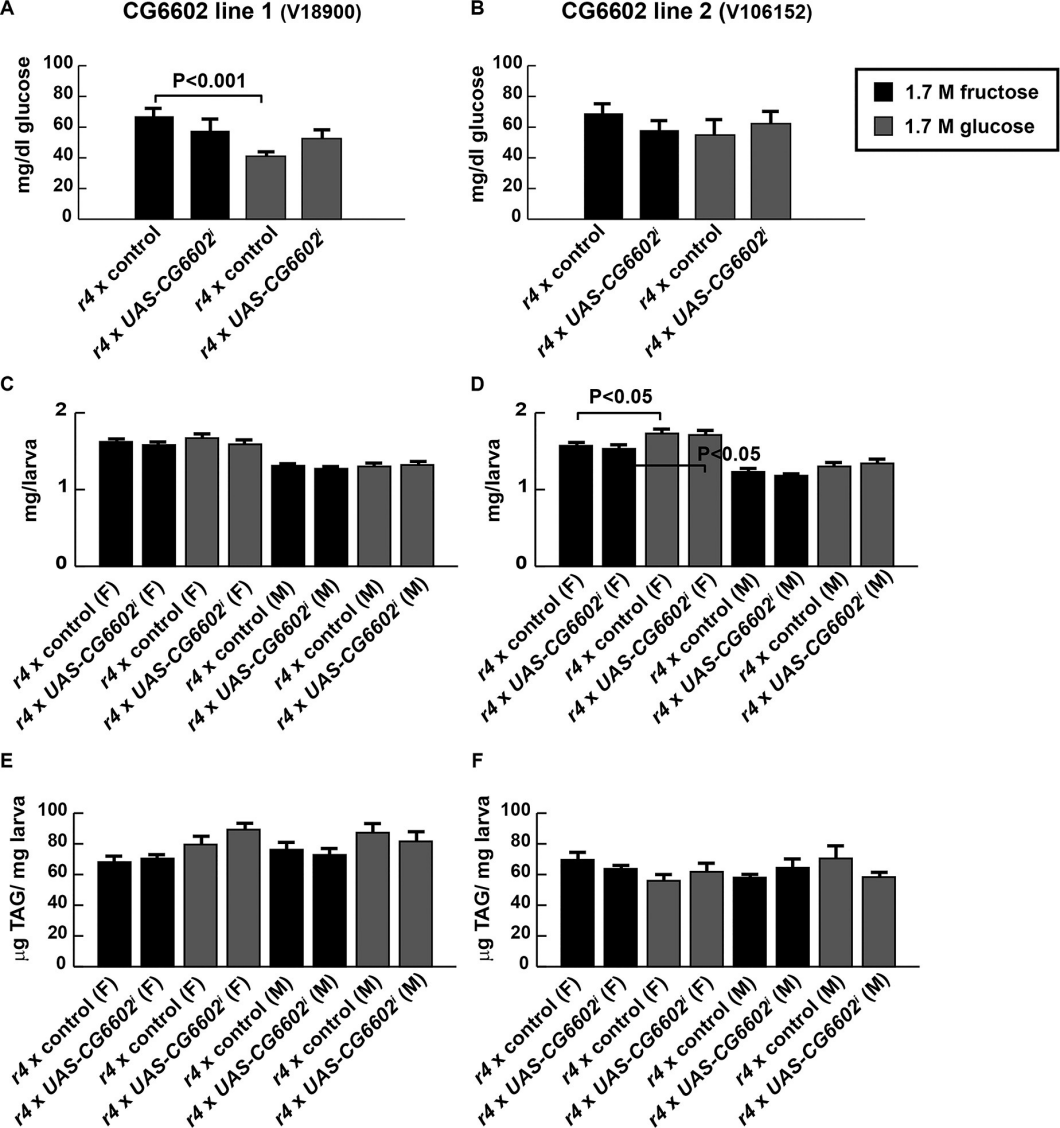
Minimal effects of *CG6602* knockdown on high-sugar-induced phenotypes. (A) CG6602 RNAi did not significantly affect hemolymph glucose concentrations in wandering third instar larvae, although fructose and glucose were different in one control genotype. (B) No significant differences were observed, although similar trends of sugar and CG6602 dependence occurred in both genotypes. (C) (D) No effects on larval weights were observed with *CG6602* knockdown. (E) (F) No effects on larval TAG were observed with *CG6602* knockdown. n ≥ 5. A one-way ANOVA followed by Tukey’s multiple comparisons test was used to compare groups. Error bars represent the S.E.M.

## Discussion

Our results extend previous studies to investigate the effects of monosaccharide feeding in *Drosophila* larvae. In our model, high fructose is not much worse for flies than high glucose with respect to any phenotypes. Both HFD and HGD induced hyperglycemia and obesity along with hundreds of changes in gene expression. There were few changes in gene expression between glucose and fructose-containing diets. High fructose and high glucose diets led to comparable degrees of obesity and diabetes. Overall, HFD and HGD phenotypes were much like those on a high sucrose diet [5]. There were only minor differences, leading us to hypothesize that monosaccharide composition is not critical for larvae; rather, physiology depends on sugar concentration.

Recent studies have also explored the role of different monosaccharides in *Drosophila* [34–37]. The Lushchak group noted a range of effects of fructose and glucose on *Drosophila* growth, lifespan, fecundity, metabolism, and oxidative stress. For some phenotypes, there was little to no difference between the two sugars. Lifespan, feeding rate, and fecundity varied very little between the two sugars when compared at equal concentrations of up to 20% weight/volume [35] although high sugar concentration phenotypes differed from low sugar and were more severe. Both glucose and fructose similarly increased protein thiols and reduced lipid peroxides as sugar content increased from 0.25% to 10% [36]. Yet high glucose preferentially reduced mitochondrial respiratory capacity, whereas high fructose increased peroxide production, suggesting that these sugars differentially regulate catabolism [36]. Some mitochondrial phenotypes were even sex-specific [36]. In another study, the authors found that a 20% high-glucose diet led to more severe developmental delay and lethality along with hyperglycemia, compared with 20% high-fructose [34]. In young adult flies, obesity, glycogen, and trehalose accumulation were all higher, by contrast, on 20% fructose fed [34]. In our study, we found few differences comparing the CFD with CGD or the HFD with HGD. It is possible that the concentrations used overwhelmed metabolic or stress pathways and that intermediate concentrations would have revealed more monosaccharide-specific significant differences. It may also be that most fructose is converted to glucose in larvae: RNA-seq studies showed high phosphoglucose isomerase expression in the larval gut, which easily converts fructose to glucose (via their phosphorylated forms) and vice versa, depending upon substrate concentrations. It may also be that metabolic effects of fructose are more deleterious than glucose during larval development, but the effects are delayed or not apparent until young adulthood. Although high-sugar diets have reduced longevity in several studies, in a study where glucose feeding was increased more modestly (adding 10% glucose to a 1.7% sucrose diet), it led to increased adult longevity [38]. Considering the complex and numerous fates of dietary sugar, it is not surprising that the effects of fructose and glucose overload seem to depend upon genotype, sex, developmental stage, concentrations, and dietary contexts. We regularly observe significant differences among various control genetic backgrounds, and our control flies were of a different genotype (*w*^*1118*^ outcrosses) than those studied previously [the common *Canton-S* [34,36], a wild-type *IF* line [35,37], and another wild-type line derived from a single wild-caught female from the Vancouver area [38]]. Taken together, these studies are consistent with models where the effects of high-calorie diets depend upon genetic susceptibility and also on the balance between sugars and other dietary components.

Although thousands of DE genes were detected between control and high-sugar diets, very few DE genes could be associated with each sugar. Surprisingly, there was no overlap between the control sugar-dependent and high sugar-dependent DE genes (Fig 5B). Remarkably, only one gene (*CG6602*) differed between the HFD and HGD, and this gene seemed to play little role in the phenotypes tested. Several genes that were differentially expressed in CFD vs CGD were interesting, with an overlap between monosaccharide-dependent genes and insulin receptor-dependent genes [24]. The first of these, *Sgs7*, is a poorly-understood nuclear hormone receptor target gene, and another, *IM3*, encodes an immune response peptide [39]. A third monosaccharide- and insulin-dependent gene, *CG42798*, has no described alleles or functions. Not much is known about the roles these genes might play in metabolism and we could find no mammalian orthologs for *Sgs7*, *IM3*, *CG42798*, or *CG6602*, making them weak candidates for future study. Taken together, our data suggests that *Drosophila* may be of use as a model in which to study the effects of fructose and glucose on metabolism and insulin signaling.

## Materials and methods

### *Drosophila* stocks used

*UAS-Dcr2* [31] was combined with *r4-GAL4* [32] to express UAS-dependent transgenes in the fat body. Other stocks were from the Vienna Drosophila Resource Center (VDRC): lines 60000 (*w*^*1118*^, the GD line control), 60100 (KK insertion site control), and the UAS-dependent RNAi lines *CG6602i*^*18900*^ (GD 18900) and *CG6602i*^*106152*^ (KK 106152).

### Fly husbandry and diet preparation

Stocks were maintained on a standard cornmeal-yeast-agar medium. For experiments, a modified Bloomington semi-defined medium was used [5] containing either 5.4% w/v fructose or glucose (0.3 M, control diets) or 30.6% w/v fructose or glucose (1.7 M, high-sugar diets) for all of the sugar. Flies were reared at 25°C on a 12 hour light, 12 hour dark cycle.

### Wet weights

Wandering third instar larvae were collected, rinsed thoroughly with PBS, dried on a Kimwipe, and weighed in groups of six in a 1.5 ml tube using an analytical balance.

### Triacylglyceride assays

Wandering third instar larvae were frozen in groups of six and then homogenized and assayed as described previously [5]. Briefly, animals are homogenized in PBS + 0.1% Tween, then heated at 65°C for 5 minutes to inactivate lipases. After cooling to room temp, homogenates are vortexed then added to Infinity Triglyceride assay reagent (ThermoFisher TR22421) and incubated at 37°C for five minutes. Absorbance is quantified at 540 nm against a standard curve.

### Hemolymph glucose assays

Wandering third instar larvae were collected and rinsed, then hemolymph was collected and assayed as described previously [5]. Briefly, fine forceps are used to wound the animal and 6–10 larvae are combined to isolate 1–2 microliters of hemolymph. This is added to frozen Infinity Glucose Hexokinase assay reagent (ThermoFisher TR15321), then defrosted once all samples have been added and incubated for 5 minutes at 37°C. Absorbance is quantified at 340 nm against a standard curve.

### Western blotting

Wandering third instar fat bodies were treated with 1 μM insulin in Schneider’s Insect Medium (both from Sigma) for 15 minutes, then fat bodies were harvested and boiled in 2x sample buffer. Approximately 3–5 fat bodies were loaded per lane. Blots were blocked and probed in TBS-T + 5% milk and incubated with primary antibodies overnight at 4°C. Antibodies #8C3 (DSHB, 1:5000) and #4054 (Cell Signaling, 1:500) were used to detect syntaxin (loading control) and PO_4_-Akt (at Ser505), respectively.

### RNA-seq

Three biological replicates were used for each diet. Wandering third instar females were collected between 10:00 and 14:00 each day, inverted, and fat bodies isolated in 1X PBS by a combination of fine dissection and centrifugation at 15,000 x for 1 minute. Females were used because they can be prepared more quickly, have larger fat bodies, avoid the potential mistake of testes in the sample, and because some genotypes are male lethal on high-sugar diets. After fat body purity was checked by microscope, fat bodies were frozen in Tripure (Roche), then extracted and purified using chloroform, isopropanol, and Qiagen’s RNeasy columns. Ribo-Zero and library preps, sequence mapping, and differential expression analyses were done by Washington University’s Genome Technology Access Center. The samples were aligned with *D*. *melanogaster* reference genome, build Ensembl_R72, using TopHat version 2.0.9 and Bowtie 2.0, and the genes were quantitated with HTSeq version 0.5.4 (S1 Table). To select statistically significant differentially expressed genes, we used EdgeR using the negative binomial model exact test with tag wise dispersions (without a Bayesian approach) and a false discovery rate (FDR) cutoff of 5% [40]. Full raw data can be found at the NIH’s Gene Expression Omnibus (GEO) dataset GSE121059. (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE121059) DAVID was used to compare differentially expressed gene sets and enriched gene ontology categories were selected as those over-represented with a p < 0.05 [41].

## Supporting information

S1 Table RNA from wandering third instar larval fat bodies from larvae reared on 0.3 M fructose (0.3MF), 0.3 M glucose (0.3MG), 1.7M fructose (1.7MF), or 1.7M glucose (1.7MG) was used for Illumina Hi-Seq based RNA-seq and aligned to the Drosophila melanogaster reference genome version Ensembl_R72 to produce the sequence data shown below. Three biological replicates were used for each sample type.
(DOCX)

# Supplementary material for: Similar effects of high-fructose and high-glucose feeding in a Drosophila model of obesity and diabetes
**Source:** PLoS One. 2019 May 15;14(5):e0217096. doi: 10.1371/journal.pone.0217096
**Supplement:** S1 Table — Three biological replicates were used for each sample type.

**S1 Table.** RNA from wandering third instar larval fat bodies from larvae reared on 0.3 M fructose (0.3MF), 0.3 M glucose (0.3MG), 1.7M fructose (1.7MF), or 1.7M glucose (1.7MG) was used for Illumina Hi-Seq based RNA-seq and aligned to the *Drosophila melanogaster* reference genome version Ensembl_R72 to produce the sequence data shown below. 

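Each column of the table is one library. Reads are those sequenced, and mapped reads are those placed on the genome. How many reads a gene needed to be listed as detected is not stated. The values analysed here cover 9500 genes, each with at least 1 recovered read in all 12 libraries. The table numbers the 1.7 M fructose libraries differently from the library labels used here, so its columns for that diet were not tied to single libraries.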

Three biological replicates were used for each sample type.

|  | **0.3MF-1** | **0.3MF-2** | **0.3MF-3** | **0.3MG-1** | **0.3MG-2** | **0.3MG-3** | **1.7F-4** | **1.7F-5** | **1.7F-6** | **1.7MG-1** | 1.7MG-2 | 1.7MG-3 |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| *Reads* | 15,416,808 | 16,085,448 | 16,133,717 | 15,249,267 | 14,919,137 | 15,450,399 | 16,037,165 | 15,032,751 | 16,413,242 | 17,136,017 | 16,720,541 | 14,759,695 |
| *Total mapped reads* | 14,398,572 (93.40%) | 15,152,861 (94.20%) | 15,281,932 (94.72%) | 13,907,012 (91.20%) | 13,933,250 (93.39%) | 14,675,083 (94.98%) | 15,059,576 (93.90%) | 14,571,543 (96.93%) | 13,233,415 (80.63%) | 14,808,070 (86.41%) | 14,170,244 (84.75%) | 13,670,467 (92.62%) |
| *Genes detected* | 11,850 | 11,868 | 11,964 | 11,998 | 12,060 | 11,655 | 11,542 | 10,296 | 11,221 | 11,012 | 11,380 | 11,402 |

How the deposited data were processed for this re-analysis (not part of the article)

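RNA-seq was measured in the fat bodies of female wandering larvae of the last instar on 4 diets, CFD, CGD, HFD and HGD, with 3 biological replicates each. According to the paper, the authors aligned reads to Ensembl_R72 with TopHat and Bowtie, counted genes with HTSeq and tested them with the exact test of edgeR with tagwise dispersions and no shrinkage. The submitters' processing notes name TopHat 1.3.2, Bowtie 0.12.7, Cufflinks 1.1.0 and the genome build dm3, and the sources used here do not settle which of these made the table. Fat body purity was checked by microscope, according to the paper. The strand setting is not given in the sources used here, so reads of overlapping genes cannot be told apart. The authors deposited one table of a normalized signal for 9500 genes in 12 libraries. The values are not whole. Whole counts adjusted to a common library size return them within a relative or absolute difference of 0.0001. The dispersion of that adjustment, fitted for each diet, was 0.0402 on CFD, 0.0401 on HFD and 0.0385 on CGD and HGD. It was nearly alike within each sugar, so the fructose and the glucose libraries were taken as adjusted separately and not on one scale.

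From the deposited signal, whole reads were recovered by inverting that adjustment, with 100% of values returned within a relative or absolute difference of 0.0001. For the largest values the relative tolerance is wider than the step between whole reads, so it does not test them. The factors were searched from coarse starting points, totals of reads hold to a few reads, and counts of very abundant genes are not exact to the read. This gave 3484912 to 11134925 reads in listed genes per library. The deposited values of the glucose libraries were multiplied by 0.88, the factor that links the 2 sugars, and this factor was chosen after the values were seen. Genes with a mean value of at least 1 were kept, which removed 0 genes. The planned test was for counts, and since the table holds normalized values, limma 3.58.1 in R 4.3.3 (eBayes with trend) was run on log2(value + 1), the planned test for that unit, with 4 diet groups over all 12 libraries. Benjamini-Hochberg adjustment was over 9500 genes and the threshold was an adjusted p of 0.05. Comparisons were HFD with CFD, HGD with CGD, CGD with CFD, HGD with HFD, the difference between the 2 responses, high sugar with control over both sugars, and glucose with fructose over both concentrations. The tests, the gene lists and the rule for named genes were fixed before the data were examined.

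The 32 gene lists covered sugar, lipid and amino acid metabolism, the respiratory chain, translation, insulin signalling, sugar sensing, immunity, stress, storage proteins, ecdysone, detoxification, mitochondrially encoded genes and markers of other tissues. Each was tested with camera of limma at a preset correlation of 0.01, adjusted over the lists, and again with an estimated correlation and with fry. Named genes were those of Table 1, whose values in the paper had been seen, InR and Dcr-2, the 10 largest rises and 10 largest falls for each sugar among called genes with a mean of at least 10 CPM and no overlap between diets, up to 4 members of each list, and the 5 genes with the most reads; further members are named as examples of a list. Positions are from BDGP6.54, release 115, which is not the build the paper names; 9073 gene IDs were found in its names. 4 symbols that a spreadsheet had turned into dates were replaced by looking up the gene ID.

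The tests were run on simulated data, with 200 genes changed by known folds. Alternatives were median-of-ratios scaling, library totals, a filter at 1 CPM in 3 libraries, limma-voom, pseudocounts of 0.1 and 5, a replicate block, only the 2 diets compared, and each library left out. Others were added after the values were seen: no factor between the sugars, only the 2 diets compared without shrinkage, and the muscle list as a covariate. For the gene lists, leaving out each library was also added then. Software was Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Larval weights, hemolymph glucose, triglycerides, Akt phosphorylation and the CG6602 knockdown were not analysed here.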

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

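The tests of muscle and salivary gland RNA below were chosen only after the results were seen, while the tests of depth and of response size were set beforehand. For 9 lists camera of limma at its preset correlation called the difference between the glucose and the fructose response, but each had an adjusted p of 0.894 with an estimated correlation, and none of the 9 passed there or with fry. The median difference of log2 fold changes, glucose minus fructose, was 0.41 for glycolysis (13 of 13 genes positive), 0.35 for beta-oxidation (20 of 20), 0.31 for complex I (27 of 29), 0.25 for amino acid metabolism (19 of 21) and 0.19 for cytosolic ribosomal proteins (68 of 85). It was 0.74 for muscle markers (16 of 16), 1.44 for glue markers (9 of 9), -1.69 for Bomanin-type peptides (0 of 4) and -0.31 for heat shock genes (1 of 12). No member passed over all genes or adjusted over the list alone, and the camera adjusted p from limma ran from 4.45e-06 for muscle to 0.0448 for amino acid metabolism. With single libraries left out, also chosen after the results were seen, all but the muscle, glue and heat shock lists lost the camera call: the Bomanin mean of -1.59 was -0.80 without CGD replicate 1 (camera adjusted p = 0.304 from limma), the means without HGD replicate 2 were 0.23 for glycolysis (0.38 with all libraries), 0.17 for complex I (0.28), 0.17 for amino acid metabolism (0.26; 0.40 without CGD replicate 3) and 0.11 for ribosomal proteins (0.19), the beta-oxidation mean of 0.36 was 0.24 without HFD replicate 3 and 0.56 without CGD replicate 3, and the glue mean of 1.42 was 0.88 without CFD replicate 2 (0.0122).

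Muscle and glue markers were lower on CGD than on CFD. If muscle or salivary gland had come along with the dissected fat body, the members of each list should move together. With the mean level of the list in each library taken off, 0 of 16 muscle markers and 0 of 9 glue markers still differed between CGD and CFD (limma, adjusted p under 0.05 over the list), but with 3 libraries against 3 that decides little: bt (0.62, SE 0.22) and sls (0.52, SE 0.18) each had an adjusted p of 0.0804 relative to the list by limma, and the SE of glue members reached 1.01. Mlc2, an abundant muscle gene, had 3506 ± 1471 on CFD and 1484 ± 623 on CGD (SD, n = 3 each), and Sgs7 and Sgs3 are among the glue genes. RNA carried over and a response to the sugar shared by all members cannot be told apart here.

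Muscle markers were higher on both high-sugar diets. Muscle carried along with the fat body may contribute. After the mean level of the list was taken off, 7 of 16 members still differed (limma). This cannot decide whether it is the whole cause, since members that the fat body itself also expresses would shift less. Relative to the list, sls had -0.94 (SE 0.13) and Mhc -0.82 (SE 0.16), whereas wupA had 0.86 (SE 0.17) and Mlc2 0.66 (SE 0.12). Mlc2 reached 7251 ± 1107 on HFD and 8222 ± 1805 on HGD (SD, n = 3 each). A change of these genes in the fat body or in muscle with diet stays open, as untested.

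More genes were called with glucose than with fructose, by a ratio of 1.53. If the shallow HFD replicate 2 were the cause, the ratio should come close to even at equal depth. Depth was matched by thinning every library to the smallest size factor, the median over genes of reads relative to all libraries. There limma-voom called 1105 genes with fructose and 1837 with glucose, a ratio of 1.66. At full depth it called 1677 and 2829, a ratio of 1.69 (library sizes of this fit were computed in another way than in the voom alternative). Over the genes called for both sugars together, the median ratio of the glucose to the fructose log2 fold change was 1.183. No single gene was called in the test of that difference (0 genes by limma, 405 at an unadjusted p under 0.05, and 0 by limma-voom), so a larger response to glucose is only a hypothesis. With the muscle level as a covariate, chosen after seeing the data, the counts were 719 with fructose and 138 with glucose, but the muscle list itself had medians of 0.82 with fructose and 1.61 with glucose, so the covariate takes more glucose calls by construction, also where the log2 fold change stays large (CG9672 -4.95), and this order says nothing on muscle RNA as a cause.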

How the results depend on the processing

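The fits with only the 2 diets compared and no shrinkage, and with a muscle covariate, were chosen after seeing the data. DE genes HFD vs CFD numbered 537 in the 2-diet fit without shrinkage and 719 with the covariate. DE genes HGD vs CGD numbered 1013 and 138, and shared DE genes of HFD vs CFD and HGD vs CGD 243 and 137. The planned 2-diet fit with shrinkage gave 1672, 2470 and 1243. The muscle level itself rises with diet, so some of the calls are lost with the covariate by its construction; beyond that the cause was not tested. Leaving out each library gave 1150 to 1664 genes for fructose, 1874 to 2774 for glucose and 990 to 1504 shared. The lists past the threshold in camera, 12 with fructose, 15 with glucose, 7 for CGD with CFD, 11 for HGD with HFD and 9 for the difference of responses, each became 0 with an estimated correlation, and with fry the last 3 became 0 as well. Of these lists 3, 4, 4, 8 and 6 lost the call without some single library, a setting chosen after seeing the data. Other counts stayed within 1.5 times: voom gave 1656 and 2811 (the test at equal depth computes library sizes in another way), median-of-ratios scaling 1843 and 2778, and library totals 1366 and 2005. Each comparison of the sugars by limma kept 0 calls under every alternative run for it, with 386 (CGD with CFD) and 486 (HGD with HFD) at an unadjusted p under 0.05. With single libraries left out they ran from 191 to 1029 (without CFD replicate 1) and from 225 (without HGD replicate 2) to 1153 (without HGD replicate 1; 920 without HFD replicate 1), and with no factor between the sugars they were 746 and 1473.

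With replicate numbers as a block the counts were 1590, 2502 and 1244 shared, and the lists past the threshold 12, 15, 7, 10 and 8. The numbers share only a label: 2 of 18 same-numbered pairs correlated above 0.1 (range -0.362 to 0.206), and 1 of 12 libraries correlated best with its own number. Alternatives were run for the largest rises and falls with each sugar, for the Table 1 genes between CGD and CFD, and for CG6602 between HGD and HFD, and no direction reversed among these. In 10 cases with fructose and 14 with glucose a call was lost, mostly in the added fits; of the planned ones, only Yp3 without CFD replicate 1. The exact test, DESeq2 and the authors' p-values were not run, and an absent filter changes nothing, since the filter removes 0 genes. The depth of HFD replicate 2 limits low genes on HFD.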

Differences from the paper's values

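The paper reports 11 genes between CFD and CGD, and limma called 0 of 9500 (386 at an unadjusted p under 0.05; 0 by limma-voom). The paper reports 1 gene between HFD and HGD, and limma called 0 (486 at an unadjusted p under 0.05; 0 by limma-voom). Without any difference, a share of about 0.05 of the 9500 genes would also have such an unadjusted p. None of the alternatives set before the data were examined reached either of the paper's counts, nor did any added later; the exact test that the paper names was not run. The threshold here is an adjusted p under 0.05; the paper names a false discovery rate of 5%, and for the genes of Table 1 also p under 0.0001. All 12 genes of Table 1 had the paper's sign and an unadjusted p under 0.05 in limma. The study picked these genes from the same libraries, so this is not independent support. On the log2 scale none of their changes differed from the paper's by more than the replicate SD, a wide margin for some genes. For CG33128 that SD was 1.68, so a fold of -4.28 here passed beside -9.2678 in the paper. Folds here come from mean log2(value + 1), and how the paper averaged its values is not stated. The lowest number of mapped reads in the paper's S1 Table is 13233415, and the lowest number of recovered reads in listed genes is 3484912; these are different quantities, and no alternative applies to them.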

Other observations

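Of 15 genes of insulin signalling and FOXO targets, 5 rose and 1 fell with fructose, and 7 rose with glucose (6 and 1, then 9 and 0, adjusted over the list alone), with Pi3K92E going from 347 ± 40.6 to 648 ± 72.1 and from 323 ± 32.9 to 651 ± 65.7 (SD, n = 3 each). InR had 0.21 (SE 0.18, adjusted p = 0.456 from limma) and 0.42 (SE 0.18, adjusted p = 0.0892). The camera adjusted p of this list was 0.0181 and 0.0345 from limma, and 0.694 and 0.572 with an estimated correlation. Of 85 cytosolic ribosomal protein genes, 5 rose and 2 fell with fructose, and 21 rose and 2 fell with glucose (1 and 1, then 21 and 2, adjusted over the list alone), with camera adjusted p of 0.0274 and 7.74e-05 from limma, and 0.859 and 0.572 with an estimated correlation. RpL5 rose by 0.64 and 0.82, and RpL41 fell from 17045 ± 3428 to 8253 ± 1882 with fructose (SD, n = 3 each). Of 29 complex I subunits, 3 rose with fructose and 12 with glucose (1 and 14 adjusted over the list alone; camera adjusted p 0.0333 and 8.37e-05 from limma, 0.859 and 0.572 with an estimated correlation), and of 9 complex III subunits 0 and 6 (0 and 6 adjusted over the list alone; 0.111 and 0.0135, then 0.716 and 0.572). With single libraries left out, chosen after seeing the data, camera of limma no longer called insulin signalling without CFD replicate 1 (adjusted p = 0.0872 with fructose) or HGD replicate 1 (0.0983 with glucose), nor with fructose the ribosomal list (mean 0.02, 0.10 with all libraries) and complex I (0.09, 0.18 with all) without HFD replicate 1. The ribosomal median with fructose was 0.13, smaller than the shift of all genes under library totals. Of 12 heat shock and unfolded protein response genes, 2 rose and 3 fell with fructose, and 1 rose and 5 fell with glucose (4 and 4, then 1 and 6, adjusted over the list alone). The small heat shock genes Hsp27 and Hsp67Bc fell with both sugars, Hsp27 at -1.03 and -1.33, and Xbp1 rose by 0.82 and 0.90.

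Of 68 cytochrome P450 genes, 12 rose and 10 fell with fructose, and 13 rose and 6 fell with glucose (12 and 12, then 13 and 6, adjusted over the list alone). Of 16 glutathione S-transferases, 3 rose and 2 fell, then 4 and 2 (3 and 2, then 6 and 2, adjusted over the list alone), with GstD3 falling, at -1.73 and -1.97. Of 12 sugar transporters, 4 rose and 3 fell with each sugar (also adjusted over the list alone): CG4797 rose by 1.41 and 1.91, and Glut1 fell, at -1.40 and -0.95. Of 5 genes of polyol and fructose entry, 2 rose and 1 fell with each sugar (also adjusted over the list alone), with Sodh-1, a sorbitol dehydrogenase, falling, at -2.51 with fructose. Of 13 genes of lipolysis and lipid droplets, 2 rose and 1 fell, then 3 and 1 (likewise adjusted over the list alone), with the lipase gene bmm rising by 1.41 and 1.34. Of 21 genes of amino acid metabolism, 3 rose and 5 fell, then 3 and 3 (likewise adjusted over the list alone). Of 19 ecdysone response genes, 1 rose and 4 fell, then 2 and 2 (likewise adjusted over the list alone). Of 6 storage protein genes, 1 fell with each sugar, Lsp1alpha at -1.92 and -1.85 (likewise adjusted over the list alone). Of 9 antimicrobial peptide genes 1 fell with fructose and 1 rose with glucose (0 and 0 adjusted over the list alone). Of 9 glue markers, 0 changed with fructose and 2 rose with glucose (0 and 5 adjusted over the list alone; camera adjusted p 0.879 and 0.0345 from limma, 0.974 and 0.612 with an estimated correlation; with glucose the mean of 1.16 was 0.73 without CGD replicate 3, and 0.16 the adjusted p, in a fit chosen after seeing the data). Of 4 Malpighian tubule markers 2 fell with each sugar, and of 7 cuticle markers 2 and 3 rose (3 and 3 adjusted over the list alone). None of 6 neuron markers, of 14 mitochondrially encoded genes (medians -0.64 and -0.80) or roX1, the one measured gene of the list of germline and male markers, passed by limma (0 adjusted over the list alone). The hemocyte list had camera adjusted p of 0.0571 and 0.0325 from limma, and 0.716 and 0.572 with an estimated correlation; the glucose value was 0.0794 without CGD replicate 3, chosen after seeing the data.

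The counts over other splits of the libraries were chosen after the results were seen. For each comparison of 3 libraries with 3 there are 10 splits, too few for a share under 0.05. The real count and the highest of the other splits were 1836 and 0 for HFD with CFD (1 of 10 splits as large), 2810 and 0 for HGD with CGD (1 of 10), 0 and 1 for CGD with CFD (10 of 10), and 0 and 418 for HGD with HFD (10 of 10). For a real count of 0 every split is at least as large, so the 10 of 10 were fixed beforehand. The split with 418 genes points to a structure of these samples; what it is was not tested. For high sugar with control over both sugars, 1 of 100 splits was as large, the real one itself (3985 genes, highest other 48). That is the smallest share that 100 splits can give, so chance is unlikely but not excluded. For the shared genes 1 of 100 splits was as large (1445 and 0), but no other split within a sugar called any gene, so this adds nothing on the overlap itself. For glucose with fructose (0 genes by limma, 433 at an unadjusted p under 0.05, 0 by limma-voom; highest other 338) and for the difference of responses (0, 405 and 0; highest other 76) the count of 100 of 100 is likewise fixed by the real count of 0 and decides nothing.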
